# DNA microarray‐based analysis of voluntary resistance wheel running reveals novel transcriptome leading robust hippocampal plasticity

**DOI:** 10.14814/phy2.12206

**Published:** 2014-11-20

**Authors:** Min Chul Lee, Randeep Rakwal, Junko Shibato, Koshiro Inoue, Hyukki Chang, Hideaki Soya

**Keywords:** DNA microarray, hippocampus, inflammatory cytokine, resistance wheel running

## Abstract

In two separate experiments, voluntary resistance wheel running with 30% of body weight (RWR), rather than wheel running (WR), led to greater enhancements, including adult hippocampal neurogenesis and cognitive functions, in conjunction with hippocampal brain‐derived neurotrophic factor (BDNF) signaling (Lee et al., J Appl Physiol, 2012; Neurosci Lett., 2013). Here we aimed to unravel novel molecular factors and gain insight into underlying molecular mechanisms for RWR‐enhanced hippocampal functions; a high‐throughput whole‐genome DNA microarray approach was applied to rats performing voluntary running for 4 weeks. RWR rats showed a significant decrease in average running distances although average work levels increased immensely, by about 11‐fold compared to WR, resulting in muscular adaptation for the fast‐twitch plantaris muscle. Global transcriptome profiling analysis identified 128 (sedentary × WR) and 169 (sedentary × RWR) up‐regulated (>1.5‐fold change), and 97 (sedentary × WR) and 468 (sedentary × RWR) down‐regulated (<0.75‐fold change) genes. Functional categorization using both pathway‐ or specific‐disease‐state‐focused gene classifications and Ingenuity Pathway Analysis (IPA) revealed expression pattern changes in the major categories of disease and disorders, molecular functions, and physiological system development and function. Genes specifically regulated with RWR include the newly identified factors of *NFATc1, AVPR1A,* and *FGFR4,* as well as previously known factors, *BDNF* and *CREB mRNA*. Interestingly, RWR down‐regulated multiple inflammatory cytokines (*IL1B, IL2RA,* and *TNF*) and chemokines (*CXCL1, CXCL10, CCL2,* and *CCR4*) with the *SYCP3*,* PRL* genes, which are potentially involved in regulating hippocampal neuroplastic changes. These results provide understanding of the voluntary‐RWR‐related hippocampal transcriptome, which will open a window to the underlying mechanisms of the positive effects of exercise, with therapeutic value for enhancing hippocampal functions.

## Abstract (precis)

New information on the voluntary RWR influenced transcriptome in rat hippocampus. Selected gene candidates may be a critical role in the development of hippocampal adaptations in RWR.

## Introduction

Physical activity, such as exercise is beneficial for brain health and function. In the brain, the hippocampus is the region that is thought to play a crucial role in enhancing cognitive functions, including learning and memory (Fordyce and Wehner 1993; Gould et al. 1999; van Praag et al. 1999). A number of studies have shown that exercise enhances spatial learning and memory in animals (Samorajski et al. 1985; Kempermann et al. 2004; Vaynman et al. 2004). In rodents, running is also known to enhance adult neurogenesis in the dentate gyrus and the magnitude of hippocampal long‐term potentiation (van Praag et al. 1999; Rhodes et al. 2003), which is associated with hippocampus‐dependent cognitive functions (Farmer et al. 2004; Vaynman et al. 2004).

Previous research suggests that exercise‐induced positive effects are in part probably due to an increased expression of the hippocampal brain‐derived neurotrophic factor (BDNF) (Vaynman et al. 2004; Adlard et al. 2005). BDNF is an important protein in supporting the growth, development and survival of neurons as well as in synaptic plasticity and certain types of learning and memory (Hofer et al. 1990; Korte et al. 1995). Exercise increases hippocampal BDNF mRNA and protein expression levels (Neeper et al. 1995; Soya et al. 2007), which in turn promotes adult neurogenesis (Pencea et al. 2001; Lee et al. 2002). Alteration in BDNF signaling is actually required in order to allow the effects of exercise on hippocampal plasticity in rodents: blocking BDNF signaling prevents exercise‐induced gain in learning and memory (Vaynman et al. 2004) and neurogenesis (Li et al. 2008). This may suggest that “more BDNF is better” for the enhancement of hippocampal functions. Despite its importance in brain function and health, it is highly unlikely that BDNF works alone, implying that a search for novel factors is in order.

Exercise has two aspects: amount and intensity. In running, it may not always be the case that the amount of exercise, i.e. running distance, is important for adaptation. Rather, running intensity might also be a critical factor. Most studies supporting the beneficial effects of exercise focus on the amount of exercise, not the exercise intensity, which may be another potentially important, and still uninvestigated, factor in exercise‐influenced brain adaptations. This also means that the optimal exercise condition for generating such beneficial effects on hippocampal plasticity remains contentious.

Recently, we examined hippocampal neurogenesis and cognitive functions in the adult rat hippocampus after 4 weeks of voluntary wheel running with and without a load (Lee et al. 2012, 2013). We found that the average work levels significantly increased and the average running distance decreased to about half in the voluntary resistance exercise with 30% of body weight group (RWR) compared to free wheel running without a load group (WR). This in turn elicited muscular adaptation for fast‐twitch plantaris muscle without causing any negative stress effects. Furthermore, both RWR and WR improved cognitive functions as well as increased expression of hippocampal BDNF signaling. That previous study demonstrated for the first time that voluntary resistance exercise might be an effective model for enhancing spatial learning and memory associated with increased hippocampal BDNF signaling, even with short distances (Lee et al. 2012). The fact that RWR exercise showed shorter distance but hyper‐work levels, led us to hypothesize that, “less is more” for effective running distances leading to hippocampal plasticity. However, the underlying molecular mechanisms and factors behind this enhancement, other than BDNF, remain unknown.

Therefore, we took our study to the next level and, using data from the same sample pool, performed a search for the RWR condition‐influenced hippocampal transcriptome using a whole‐genome DNA microarray chip (DeRisi et al. 1997). Although high‐throughput omics approaches, including transcriptome profiling, can be helpful in providing detailed insight into molecular factors underlying cell, tissue and organism level biology, relatively few studies exist in respect to exercise‐induced neuronal plasticity and brain function (Tong et al. 2001; Molteni et al. 2002; Hunsberger et al. 2007; Stranahan et al. 2007; Kohman et al. 2011). Moreover, there are also no studies that have examined the effect of RWR conditions on the rat hippocampus transcriptome. Thus, building upon the knowledge obtained from our previous research (Lee et al. 2012, 2013), here we aim to expand our understanding of the RWR exercise model at the level of the transcriptome.

It was our hypothesis that RWR, short distances but high work levels, would generate changes at the level of transcription within the hippocampus and have a unique gene expression profile compared to WR. The obtained global gene expression data provided an answer: we unraveled novel gene expressions, especially with RWR, where surprisingly the dominant expression change was down‐expression. Based on the gene inventory and bioinformatics analyses, we have postulated underlying molecular mechanisms behind RWR in developing robust hippocampal functions.

## Materials and Methods

### Animals

Ten‐week‐old male Wistar rats (320–340 g) were obtained from SEAS Co., Ltd. (Saitama, Japan) and randomly allocated to three groups as follows: (1) housed in standard cages and used as nonactive controls (sedentary, *n *=**10); (2) wheel running with no resistance (WR, *n *=**8); and (3) housed in cages with resistance running wheels with an adjustable resistance (RWR, *n *=**8). All rats were individually housed and kept in a controlled environment with a 12/12 h light/dark cycle (lights on at 8:00 am) and given ad libitum access to food and water. All the experiments were performed in accordance with protocols approved by the University of Tsukuba Animal Experiment Committee, based on the NIH Guidelines for the Care and Use of Laboratory Animals (NIH publication, 1996).

### Running‐wheel apparatus and loading protocol

This RWR apparatus and its setup for resistance running were performed as described previously (Ishihara et al. 1998; Lee et al. 2012). Briefly, the rats of both running wheel groups (WR and RWR) had free access to a specially designed running wheel apparatus (diameter = 31.8 cm, width = 10 cm; Rat Analyzer KI‐103, Aptec Inc., Kyoto, Japan) for 24 h/day. The resistance attached to the wheel could be changed with a range of 0 to 200 g. The rats in the RWR group were exercised with minimum resistance (i.e., 4.5 g) for the first week, and then the resistance was progressively increased to reach 30% of their body weight during the 4 weeks of exercise. Daily work levels as total energy expenditure during exercise were calculated and expressed relative to body weight and day as follows: Work (J) = Force (N) × Distance (m) / Body weight (kg) / day where force is the resistance of the wheel and distance is the number of revolutions times the circumference of the wheel.

### Sample collection and total RNA extraction

Between 08:00 and 12:00 on the day after the final day of exercise, the animals were decapitated using a guillotine. To measure the physiological states of the rats, adrenal glands, thymus, soleus, and plantaris muscles were sampled and weighed (wet weight) immediately after decapitation. The hippocampi were also rapidly dissected, snap frozen in liquid nitrogen, and stored at −80°C prior to further analysis. The deep‐frozen hippocampi were transferred to a precooled (in liquid nitrogen) mortar and ground with a pestle to a very fine powder with liquid nitrogen. The workflow for preparation of fine tissue powders for hippocampal gene analysis is given in Fig. 1A. The powdered samples were transferred to 2 mL Eppendorf microtubes and stored in aliquots at −80°C until used for extraction of total RNA. Total RNA was extracted from ~50 mg sample powder using the QIAGEN RNeasy Mini Kit (QIAGEN, Germantown, MD). To verify the quality of this RNA, the yield and purity were determined spectrophotometrically (IMPLEN, Germany) and visually confirmed using formaldehyde‐agarose gel electrophoresis (Fig. 1B).

**Figure 1.**
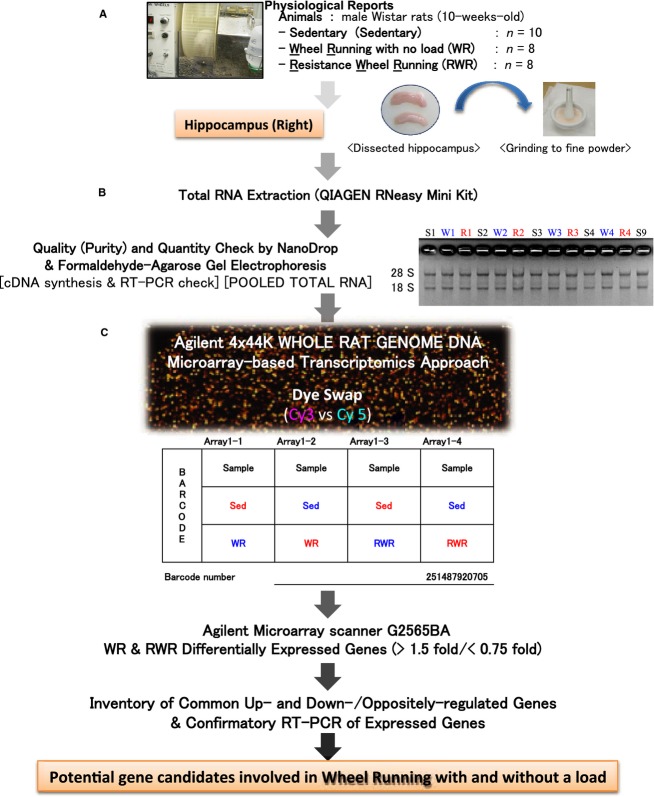
Workflow from sampling and grinding of the hippocampus, total RNA extraction, and DNA microarray analysis of the hippocampus. (A) The rats hippocampi were rapidly dissected and ground to a fine powder in liquid nitrogen and stored at –80°C. (B) Total RNA extraction from the finely powdered hippocampus. Total RNA quality was confirmed by both spectrophotometry and agarose‐gel electrophoresis. (C) DNA microarray chip showing the hybridized sample combinations (Sed × WR and Sed × RWR) and dye‐swap (Cy3 vs. Cy5).

### cDNA synthesis and semi‐quantitative RT‐PCR

To validate the total RNA quality and subsequently synthesized cDNA, RT‐PCR was performed. As a validated endogenous control, glyceraldehyde 3‐phosphate dehydrogenase (GAPDH) and β‐actin was amplified in a separate reaction for normalization. Briefly, total RNA samples were first DNase‐treated with RNase free DNase (Stratagene; Agilent Technologies, La Jolla, CA). First strand cDNA was then synthesized in a 20 *μ*L reaction mixture with an AffinityScript QPCR cDNA Synthesis Kit (Stratagene; Agilent Technologies) according to the protocol provided by the manufacturer, using 1 *μ*g total RNA isolated from each control and treated hippocampi sample. The reaction conditions were: 25°C for 5 min, 42°C for 5 min, 55°C for 40 min and 95°C for 5 min. The synthesized cDNA was made up to a volume of 50 *μ*L with sterile water supplied in the kit. The reaction mixture contained 0.6 *μ*L of the first‐strand cDNA, 7 pmols of each primer set and 6.0 *μ*L of the Emerald Amp PCR Master Mix (2× premix) (TaKaRa Shuzo, Shiga, Japan) in a total volume of 12 *μ*L. Thermal‐cycling (Applied Biosystems, Tokyo, Japan) parameters were as follows: after an initial denaturation at 97°C for 5 min, samples were subjected to a cycling regime of 20–40 cycles at 95°C for 45 sec, 55°C for 45 sec and 72°C for 1 min. At the end of the final cycle, an additional extension step was carried out for 10 min at 72°C. After completion of the PCR the total reaction mixture was spun down and mixed (3 *μ*L) before being loaded into the wells of a 1.2/1.8% agarose (Nacalai Tesque, Kyoto, Japan) gel. Electrophoresis was then performed for ~22 min at 100 volts in 1× TAE buffer using a Mupid‐ex electrophoresis system (ADVANCE, Tokyo, Japan). The gels were stained (8 *μ*L of 10 mg/mL ethidium bromide in 200 mL 1× TAE buffer) for ~7 min and the stained bands were visualized using an UV‐trans illuminator (ATTO, Tokyo, Japan).

### DNA microarray analysis

A rat 4 × 44K whole genome oligo DNA microarray chip (G4131F, Agilent Technologies, Palo Alto, CA) was used for global gene expression analysis using the hippocampi. Total RNA (900 ng; 300 ng each replicate pooled together) was labeled with either Cy3 or Cy5 dye using an Agilent Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies). Fluorescently labeled targets of Sedentary, WR and RWR samples were hybridized to the same microarray slide with 60‐mer probes (Fig. 1C). A flip labeling (dye swap or reverse labeling with Cy3 and Cy5 dyes) procedure was followed to nullify the dye bias associated with unequal incorporation of the two Cy dyes into cDNA (Rosenzweig et al. 2004; Martin‐Magniette et al. 2005). The use of a dye‐swap approach provides a more stringent selection condition for changed gene expression profiling than the use of a simple single/two‐color approach (Hirano et al. 2009; Ogawa et al. 2011). Briefly, to select differentially expressed genes, we identified genes that were up regulated in chip 1 (Cy3/Cy5 label for sedentary and WR, respectively) but down regulated in chip 2 (Cy3/Cy5 label for WR and sedentary, respectively) for the hippocampi. The same selection criteria were applied for chips 3–4 (sedentary and RWR).

Hybridization and wash processes were performed according to the manufacturer's instructions, and hybridized microarrays were scanned using an Agilent microarray scanner, G2505C (Agilent Technologies). For the detection of significantly differentially expressed genes between each group, each slide image was processed by Agilent feature extraction software (ver 11.0.1.1). Briefly, (1) this program measured Cy3 and Cy5 signal intensities of whole probes; (2) dye‐bias tends to be signal intensity dependent, and therefore the software selected probes using a set by rank consistency filter for dye normalization; (3) normalization was performed by LOWESS (locally weighted linear regression), which calculates the log ratio of dye‐normalized Cy3 and Cy5 signals, as well as the final error of the log ratio; (4) the significance (*P*) value was based on the propagate error and universal error models; (5) the threshold of significance for differentially expressed genes was <0.01 (for the confidence that the feature was not differentially expressed); and (6) erroneous data generated owing to artifacts were eliminated before data analysis using the software. The outputs of microarray analysis used in this study will be made available under the series number GSE 52516 at the NCBI Gene Expression Omnibus (GEO) public functional genomics data repository (http://www.ncbi.nlm.nih.gov/geo/info/linking.html).

### Ingenuity pathways analysis (IPA)

The functional and network analyses were generated through the use of IPA (Ingenuity^®^ Systems, www.ingenuity.com). The data set from microarray, which is the differentially expressed (>/<1.5/0.75‐fold compared to sedentary) genes, and their corresponding fold change values were uploaded as an Excel spread sheet into the IPA tool. To create gene networks, genes were overlaid onto a global molecular network developed from information contained in the ingenuity knowledge base. The functional analysis identified the biological functions that were most significant to the data set (*P*‐value < 0.05) according to right‐tailed Fisher's exact test.

### Quantitative RT‐PCR

To validate gene changes in array data and test the BDNF signaling‐related molecules and expression of select transcripts were determined by quantitative real‐time PCR (PE‐ABI Prism 7300; Applied Biosystems, Foster City, CA) using a fast start universal SYBR green master mix (Roche Applied Science, Mannheim, Germany) following the protocol provided by the manufacturer. Primer3 software was used to design reaction primers and the sequences are listed in Table 1. In brief, after 10 min of incubation at 95°C, the PCR reaction was carried out for 40 cycles at 95°C for 15 sec, 60°C for 30 sec and 72°C for 30 sec. As a validated endogenous control, *β*‐actin was amplified in a separate reaction for normalization. Each sample was processed in duplicate and melting curve analysis was performed on all samples. To verify the quality of this RNA, the yield and purity were determined spectrophotometrically (IMPLEN, Germany) and visually confirmed using formaldehyde‐agarose gel electrophoresis.

**Table 1.** The list of primers used for real‐time PCR

Primer name	Direction	Sequence	NCBI accession no.
IL1b	Forward	5′‐ attgtggctgtggagaagct ‐3′	NM‐031512
	Reverse	5′‐ atgtcccgaccattgctgtt ‐3′	
IL2ra	Forward	5′‐ gcaacaactgtcagtgcaca ‐3′	NM‐013163
	Reverse	5′‐ tatgttgccaggtgaaccca ‐3′	
TNF	Forward	5′‐ gtgcctcagcctcttctcatt ‐3′	NM‐012675
	Reverse	5′‐ tcccaggtacatgggctcata ‐3′	
Cxcl1	Forward	5′‐ acagtggcagggattcactt ‐3′	NM‐030845
	Reverse	5′‐ tcgcgaccattcttgagtgt ‐3′	
Cxcl10	Forward	5′‐ atgaacccaagtgctgctgt ‐3′	NM‐139089
	Reverse	5′‐ tctttggctcaccgctttca ‐3′	
Ccl2	Forward	5′‐ aggtgtcccaaagaagctgt ‐3′	NM‐031530
	Reverse	5′‐ tgcttgaggtggttgtggaa ‐3′	
NFATc1	Forward	5′‐ tgtcgtgcagctacatggtt ‐3′	NM‐001244933
	Reverse	5′‐ tcggtcagttttcgcttcca ‐3′	
AVPr1a	Forward	5′‐ tttttgtggtggctgtgctg ‐3′	BC‐088095
	Reverse	5′‐ atgttgcgccagatgtggta ‐3′	
BDNF	Forward	5′‐ gcggcagataaaaagactgc ‐3′	NM‐012513
	Reverse	5′‐ gccagccaattctctttttg‐3′	
TrkB	Forward	5′‐ gacctgatcctgacgggtaa ‐3′	NM‐001163169
	Reverse	5′‐ tggtcacagacttcccttcc ‐3′	
CREB	Forward	5′‐ tcagccgggtactaccattc‐3′	X14788
	Reverse	5′‐ cctctctctttcgtgctgct ‐3′	
β‐Actin	Forward	5′‐ aaccctaaggccaaccgtga‐3′	NM‐031144
	Reverse	5′‐ cagggacaacacagcctgga ‐3′	

### Statistical analysis

Average running distance and work levels on each of the experimental days were analyzed with repeated measures two‐way ANOVA, followed by Bonferroni's multiple comparison test for post hoc analysis. The comparisons between different groups were analyzed with a one‐way ANOVA followed by Tukey's multiple comparison tests for post hoc analysis. Statistical significant difference was evaluated at *P *<**0.05.

## Results

### RWR increased work levels while decreasing running distance by half

Body weight decreased in both the WR and RWR groups compared with the sedentary group (*F*(2, 23) = 5.947, *P *<**0.05; Table 2). Repeated measures with ANOVA showed significance for day (*F*(27, 378) = 20.57, *P *<**0.0001), group (*F*(1, 14) = 9.40, *P *<**0.01) and interaction between day and group (*F*(27, 378) = 5.22, *P *<**0.0001) effects on daily running distance (Table 2). The average running distance of the RWR group (683.2 m/day) was significantly less than that of the WR group (1031.5 m/day) (*P *<**0.05; Table 2). The average work levels analysis revealed significance for day (*F*(27, 378) = 23.58, *P *<**0.0001), group (*F*(1, 14) = 32.79, *P *<**0.0001) and interaction between day and group (*F*(27, 378) = 20.43, *P *<**0.0001) effects (Table 2). The average work levels significantly increased by about 11‐fold in the RWR group (1247.9 N·m/kg b.w./day) compared to the WR group (112.1 N·m/kg b.w./day) (*P *<**0.01; Table 2).

**Table 2.** Effects of resistance wheel running (RWR) on body weight, exercise parameters, muscle adaptation, and stress‐related factors

	Group		
	Sedentary	WR	RWR
Body weight (g)	510.4 ± 8.4	457.6 ± 8.3**	462.5 ± 10.2*
Exercise parameters			
Average daily running distance (m)		1031.5 ± 42.2	683.2 ± 105.4*
Average daily work levels (N m/kg b.w./day)		112.1 ± 3.6	1247.9 ± 198.4***
Muscle adaptation			
Relative soleus wet mass to b.w. (mg/100 g)	45.2 ± 1.3	48.8 ± 1.5	50.5 ± 1.5*
Relative plantaris wet mass to b.w. (mg/100 g)	92.9 ± 1.6	101.5 ± 1.6	106.3 ± 3.9*
Stress‐related factors			
Relative adrenals Wt to b.w. (mg/100 g)	13.4 ± 0.5	14.2 ± 0.8	12.3 ± 0.8
Relative thymus Wt to b.w. (mg/100 g)	91.5 ± 5.6	105.1 ± 6.8	106.1 ± 4.9

All data are presented as the mean ± SE. BW, body weight; CS, citrate synthase; Wt, weight; Sed, sedentary; WR, wheel running with no resistance; RWR, resistance wheel running. Significant difference compared with sedentary after an ANOVA with Tukey's multiple comparison tests or Student's *t*‐test: *P <**0.05; ***P <**0.001.

### Fast‐twitch plantaris muscle adaptation by RWR without any negative stress effects

Hind limb skeletal muscle masses were analyzed to determine the effect of RWR on muscular adaptation post‐exercise regimen. Results showed that relative soleus muscle (*F*(2, 23) = 3.855, *P *<**0.05; Table 2) and plantaris muscle wet mass (*F*(2, 23) = 7.804, *P *<**0.01; Table 2) had increased only in the RWR group compared to the sedentary group. No significant change was found to the relative weights of adrenals (*F*(2, 23) = 1.783, *P *=**0.19) and thymus (*F*(2, 23) = 2.087, *P *=**0.14) (Table 2).

### RWR revealed down‐regulation as the dominant hippocampal gene expression profile

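Hippocampal RNA was pooled within the sedentary, WR and RWR groups after 4 weeks of running, with 300 ng of each replicate in a total of 900 ng, and the pools were hybridized in 2 colours to 4 chips of a single slide. The groups held 10, 8 and 8 rats, and the paper's text does not name the number of rats behind each pool. Chips 1 and 2 held the WR and sedentary pools and chips 3 and 4 the RWR and sedentary pools, with Cy3 and Cy5 swapped between the chips of a pair. The chips of a pair are technical repeats of the same pools, so each comparison has 1 biological replicate, and no test between the conditions was possible. The number of chips limits the precision of every value. The authors deposited, for each spot, the processed signal of both dyes after background subtraction and LOWESS dye normalization, the log10 ratio of Cy5 over Cy3 and the p-value of the Feature Extraction error model, which describes the measurement on that chip. Each chip held 43379 noncontrol spots of 41012 probes, of which 263 probes had 10 spots. Between 67.5% and 77.6% of the spots were well above background in Cy3 and between 71.7% and 82.5% in Cy5, and none was saturated. Between 118 and 140 spots per chip with an outlier flag were left out. Ratios were turned to running over sedentary and put on the log2 scale, and the spots of a probe were averaged. A probe was called up-regulated when it was above 1.5-fold on both chips of its pair, and down-regulated when it was below 0.75-fold on both, with a deposited p-value under 0.01 on both chips (the median over the spots of a probe). Probes were named through their RefSeq accession, which gave a gene symbol for 10768 probes. A probe not well above background in the dye of 1 group on both chips gives only a lower bound of the fold, taken from the Aquantile-normalized signals of the dyes as the brighter group over the lowest signal well above background, or over the probe's own signal where that was higher. Such a bound rests on background-subtracted signals. No fold is given as a change where this bound was under 1 or where both groups were not well above background. Ratios by chip or spot of such probes are shown only beside the paper's values.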

Genome‐wide global gene expression profiles were obtained for WR and RWR‐related genes. 

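In Sed × WR, 1 probe was up-regulated and 12 were down-regulated. In Sed × RWR, 4 probes were up-regulated and 20 were down-regulated. Without the p-value filter, 87 probes were up-regulated and 138 down-regulated in Sed × WR, and 36 and 572 in Sed × RWR. The counts moved most when a single chip of a pair was used, with up to 1614 up-regulated and 1587 down-regulated probes in Sed × WR and up to 1424 and 1541 in Sed × RWR. A single chip cannot separate the pools from the dyes. Across all probes, the ratios of running over sedentary correlated negatively between the chips of a pair, with Pearson's r of -0.761 for chips 1 and 2 and -0.686 for chips 3 and 4. Probes are not independent replicates, and these values describe the chips. The named genes called in Sed × WR were RT1-M6-2, which was up-regulated, and Ccl2, Cxcl10, Grifin, Ttr, Rsad2 and Rpl13, which were down-regulated. Those called in Sed × RWR were Cxcl1, Cxcl9, Cxcl10, Prl, Grifin and Rpl13, all down-regulated. The other called probes had no gene name.

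**Figure D1:**
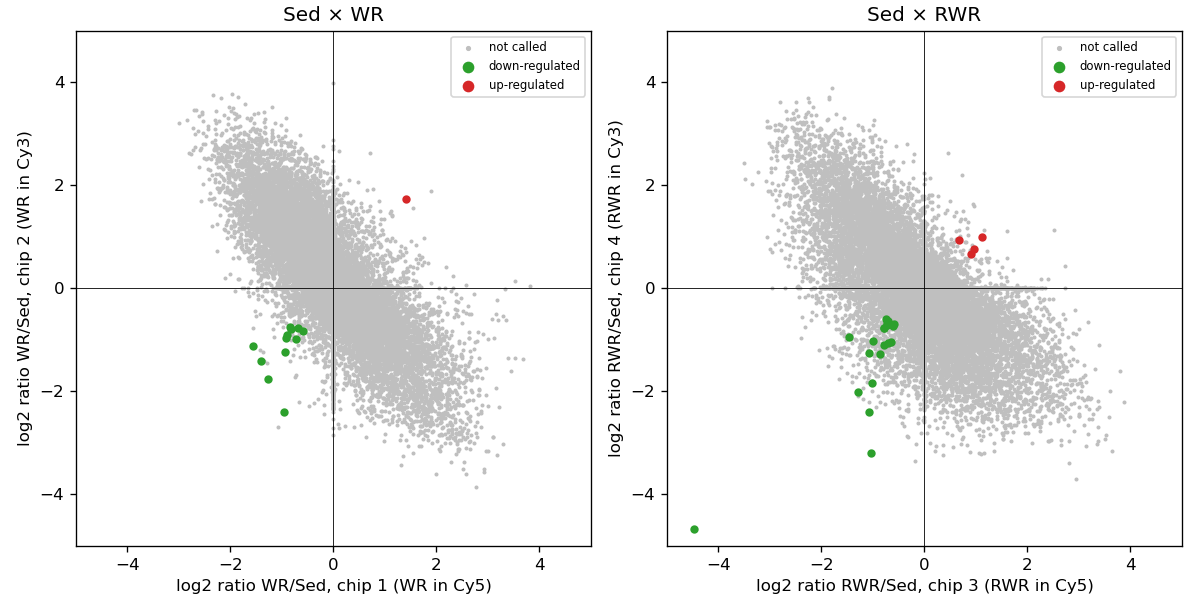
Log2 ratio of running over sedentary of each probe on the chip with the running pool in Cy5 (horizontal axis) and on its dye swap (vertical axis), for Sed × WR (left) and Sed × RWR (right). Grey points are probes that were not called, red points are up-regulated probes (1 and 4) and green points are down-regulated probes (12 and 20). The grey points lie along the descending diagonal.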

128 (Sed × WR) and 169 (Sed × RWR) were up‐regulated (>1.5‐fold change) as compared with 97 (Sed × WR) and 468 (Sed × RWR) down‐regulated genes (<0.75‐fold change) after 4 weeks exercise, respectively (Fig. 2).

**Figure 2.**
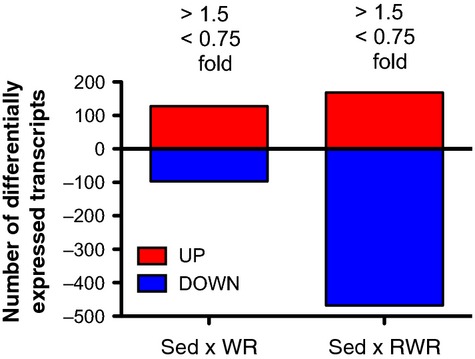
Differentially expressed genes in the WR and RWR. The numbers above each bar indicate the selection of genes from the total microarray datasets within a defined fold range of greater than 1.5‐fold and less than 0.75‐fold.

### Pathway and gene classification reveals differential gene expressions between RWR and WR

The pathway‐focused gene classifications available on the QIAGEN website (SABiosciences; www.sabiosciences.com) were utilized to reveal the trend of predominant pathways affected in the hippocampus (Fig. 3). The up‐ and down‐regulated genes at sedentary × WR, and sedentary × RWR were classified based on the available categories of more than 100 biological pathways at hippocampus after 4 weeks of running. This categorization revealed that the trends of gene quantity (numbers) and quality (function) in the respective pathways varied between the two running modes.

**Figure 3.**
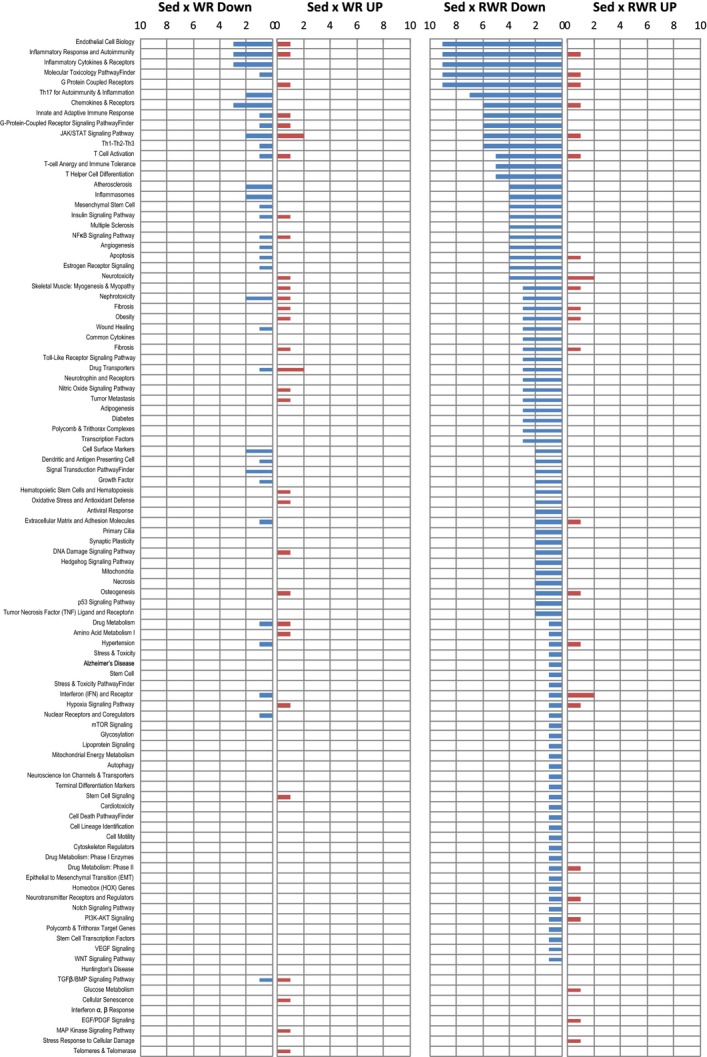
Biological pathway and gene classification. The up‐ and down‐regulated genes at Sed × WR and Sed × RWR were classified based on the available categories of more than 100 biological pathways and gene classification in the SABiosciences PCR array list. The numbers in the *y*‐axis represent number of genes in each category, which are indicated on the *x*‐axis.

### Biological function of genes by Ingenuity Pathway Analysis (IPA) unravels molecular networks influenced by RWR

Functional annotation of differentially expressed genes was performed using the IPA platform. The majority of these changes were unique to exercise mode (free wheel running or resistance wheel running), reflecting 4 weeks of the experiment. 

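Of the called probes, 6 were called in the same direction in both running modes, which is 46.2% of the calls in Sed × WR and 25.0% of those in Sed × RWR. 1 probe was called in opposite directions. A single sedentary pool is assumed to have been used on all 4 chips, in which case some overlap arises without any effect of running. In 200 simulated sets of 3 unchanged pools, with noise taken from the differences between the chips of a pair, the shared calls numbered 1.29 on average (95% of sets between 0 and 4), which was 18.8% of the WR calls (0 to 50) and 12.2% of the RWR calls (0 to 33.3). The same sets gave on average 6.8 calls in Sed × WR (2 to 12.0) and 10.3 in Sed × RWR (4 to 17). The simulated counts are rough, since noise is exchanged between probes of like signal: without the p-value filter the sets gave on average 530.3 calls in Sed × WR, where 225 were observed, and 532 in Sed × RWR, where 608 were observed. The log2 ratios of WR and RWR had a Pearson's r of -0.031 across 41003 probes, against 0.035 (0.021 to 0.051) in the simulated sets. Across the 24955 probes well above background in both dyes on every chip, r was 0.251, against 0.129 (0.111 to 0.147), so its sign depended on the filter for dim probes.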

Table 3 lists the 10 most induced and repressed transcripts of the RWR group. In addition to this pathway, we analyzed the molecular connection between each hippocampal gene based on previous literature to gain further insight and to characterize the molecular behavior regulating hippocampal neuroplasticity at each intensity (Table 4). 

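Of the 20 transcripts of Table 3, 3 were called in RWR, namely CXCL1, PRL and CXCL9, and all 3 were among the repressed transcripts. In RWR, 10 of the 20 were not well above background in either group, and 9 of these were among the 10 induced transcripts. NYX, the remaining induced transcript, was well above background on 1 of 2 chips in the RWR pool and on neither in the sedentary pool, and its bound was under 1. All 20 values of Table 3 were within 0.01 of the ratio at a single spot, RWR over sedentary, taken as the geometric mean of chips 3 and 4. This tolerance was set after a match by rounding had left out PGK2. For the 4 transcripts whose probe had 10 spots (CCKAR, PRL, CCL13 and IL10), 1 of the 10 spots matched. The probe of IL10 had ratios of sedentary over RWR between 0.869 and 3.05 at its 10 spots, with a median of 1.02. That of CCKAR had ratios of RWR over sedentary between 0.610 and 2.19, with a median of 1.19. CCKAR was not well above background in either group, so its ratios are no measure of a change. DOCK8 was lower in RWR by at least 1.15-fold and ATP7B by at least 1.18-fold.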

Networks were generated on the basis of known functions and interconnectivity of affected genes. The top five gene networks were constructed on the basis of the known functions and interconnectivity of altered genes (Table 5). 

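Of the genes in the networks of Table 5, 37 of 52 in Sed × WR and 81 of 108 in Sed × RWR had a probe that could be named. By the captions of the network figures, some molecules were predicted and added from the knowledge base of the software. The counts here take in both kinds, so an uncalled molecule need not be one the paper reports as changed. The called molecules of the WR networks were CCL13, CXCL10 and RSAD2, and those of the RWR networks were CXCL10, CXCL9 and PRL. TTR2 of the WR networks matched no named probe, and Ttr, which was called lower in WR, was not counted for it. All probes of 12 molecules in Sed × WR and of 22 in Sed × RWR were not well above background in either group. Without the p-value filter, 9 molecules of the WR networks and 25 of the RWR networks were called. With normexp background correction and without background correction, CXCL10 was the 1 called molecule of the WR networks. RSAD2 had a log2 ratio of -0.80 in WR, with -0.82 and -0.79 on the 2 chips, and of -0.57 in RWR, where it was not called. A second Rsad2 probe was not well above background in either group.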

WR‐regulated genes were involved in amino acid metabolism, endocrine system and molecular transport; however, RWR were involved in inflammatory/immune response, protein synthesis, and cellular movement. This was reflected in the top two modified molecular networks (Figs. 4, 5).

**Table 3.** The 10 hippocampal transcripts induced and 10 most repressed with resistance wheel running (RWR)

Symbol	Gene name	Agilent	Fold change	Location	Type(s)
Up‐regulated molecules					
NYX	Nyctalopin	A_44_P283938	3.000	Extracellular Space	Other
Cyp2c40 (includes others)	Cytochrome P450, family 2, subfamily c, polypeptide 40	A_44_P302721	2.830	Cytoplasm	Enzyme
PGK2	Phosphoglycerate kinase 2	A_44_P263049	2.760	Cytoplasm	Kinase
CDC6	Cell division cycle 6 homolog (*S. cerevisiae*)	A_44_P239281	2.440	Nucleus	Other
Cyp2b19	Cytochrome P450, family 2, subfamily b, polypeptide 19	A_44_P482563	2.140	Cytoplasm	Enzyme
FGFR4	Fibroblast growth factor receptor 4	A_44_P546866	2.090	Plasma Membrane	Kinase
Olfr1436/Olfr1437	Olfactory receptor 1437	A_44_P233666	2.090	Plasma Membrane	G‐protein‐coupled receptor
ANXA8L2 (includes others)	Annexin A8‐like 2	A_44_P525229	2.060	Plasma Membrane	Other
NCF2	Neutrophil cytosolic factor 2	A_44_P508554	2.060	Cytoplasm	Enzyme
CCKAR	Cholecystokinin A receptor	A_43_P15402	2.040	Plasma Membrane	G‐protein‐coupled receptor
Down‐regulated Molecules					
CXCL1	Chemokine (C‐X‐C motif) ligand 1	A_42_P473398	−4.348	Extracellular Space	Cytokine
PRL	Prolactin	A_43_P11492	−4.000	Extracellular Space	Cytokine
CXCL9	Chemokine (C‐X‐C motif) ligand 9	A_44_P1043157	−3.333	Extracellular Space	Cytokine
PDK4	Pyruvate dehydrogenase kinase, isozyme 4	A_44_P812772	−3.226	Cytoplasm	Kinase
CCL13	Chemokine (C‐C motif) ligand 13	A_42_P695401	−3.226	Extracellular Space	Cytokine
DOCK8	Dedicator of cytokinesis 8	A_44_P944006	−3.125	Cytoplasm	Other
OR6C1	Olfactory receptor, family 6, subfamily C, member 1	A_44_P974878	−3.030	Plasma Membrane	G‐protein‐coupled receptor
IL10	Interleukin 10	A_44_P384213	−3.030	Extracellular Space	Cytokine
ATP7B	ATPase, Cu++ transporting, beta polypeptide	A_44_P306339	−3.030	Cytoplasm	Transporter
TRPM1	Transient receptor potential cation channel, subfamily M, member 1	A_44_P295064	−2.941	Plasma Membrane	Ion channel

**Table 4.** Functional gene groupings sensitive to voluntary resistance wheel running (RWR)

Category	*P* value	Number of genes
Diseases and Disorders		
Immunological Disease	2.61E‐07–3.46E‐03	39
Hypersensitivity Response	7.24E‐07–1.38E‐03	19
Inflammatory Response	2.28E‐06–3.89E‐03	49
Cardiovascular Disease	3.25E‐06–2.44E‐03	59
Infectious Disease	4.87E‐06–3.12E‐03	31
Molecular and Cellular Functions		
Protein Synthesis	8.75E‐09–3.60E‐03	26
Cellular Movement	3.78E‐07–3.78E‐03	41
Cell‐To‐Cell Signaling and Interaction	1.61E‐06–3.89E‐03	50
Cell Signaling	7.76E‐06–2.67E‐03	38
Small Molecule Biochemistry	7.76E‐06–3.60E‐03	40
Physiological System Development and Function		
Nervous System Development and Function	3.93E‐11–3.00E‐03	73
Humoral Immune Response	8.75E‐09–3.46E‐03	24
Cell‐mediated Immune Response	3.78E‐07–3.88E‐03	24
Hematological System Development and Function	3.78E‐07–3.89E‐03	68
Immune Cell Trafficking	3.78E‐07–3.89E‐03	46

Functional groupings of transcripts differentially modified by RWR (also shown are *P*‐values, and numbers of involved genes). The groups derived from Ingenuity Pathway Analysis (IPA) are categorized into disease and disorders, molecular functions, and physiological system development and function.

**Table 5.** The top five gene networks modified with wheel running (WR) and resistance wheel running (RWR)

Network	Associated network functions	Score	Focus molecules	Molecules in network
Sedentary × WR				
1	Amino Acid Metabolism, Endocrine System Development and Function, Molecular Transport	30	15	ADIPOQ,B4GALT1,beta‐stradiol,CCL13,CD69,CXCL10,DOCK8,DRD2,GCNT4,GHR,IFNG,IgG1,IgG,IgG2a,Igm,IL4,IL5,IL10,IL13,LEP,levothyroxine,Mbl1,Na+,NOS2, PDCD1LG2,PRL,PRLR,RSAD2,SCNN1G,THRA,THRB,TNF,TRH,TTR2
2	Protein Synthesis, Gene Expression, Cellular Movement	11	7	ADIPOQ,blood urea nitrogen,caspase,CCL13,chemokine,CNPY3,CORO1B,CYP19A1,D‐glucose,dopamine,ESR2,HSPA1A/HSPA1B,IFNB1,IFNG,IGF1,IgG2a,IL4,IL6,IL10,IL12 (family),IL12B,IL1B,Ins1,LEP,NLRC3,PARG,PCK1,PGLYRP4,SMAD3,TNF,TNFRSF10A,TOLLIP,Trim30a/Trim30d,VIL1
3	Cellular Movement	2	1	Mapk, PIK3R6
4	Cell Morphology, Connective Tissue Development and Function, Embryonic Development	2	1	GPR55,PLC
5	Drug Metabolism, Lipid Metabolism, Molecular Transport	2	1	ADH1C,ethanol
Sedentary × RWR				
1	Humoral Immune Response, Protein Synthesis, Cellular Movement	44	24	AVPR1A,C5,CCL13,CCR4,CD81,chemokine,CXCL9,CXCL10,DOCK8,FGG,GALNT1, HMOX1,ICOS,Iga,Ige,IgG1,Igg3,IgG,IgG2a,IgG2b,Igm,IL10,IL1B,IL2RA, LDL‐cholesterol,MAN2A1,MEP1A,NAIP,NFATC1,NOS2,SDC1,SOAT2,TNF,TRB@, VLDL‐cholesterol
2	Cellular Movement, Immune Cell Trafficking, Humoral Immune Response	23	15	CCL13,CCR4,CCR6,CD69,CD80,DAPP1,EFEMP1,EPO,FGFR4,FLT4,GATA3,GNAI2, GPR34,GPT,hemoglobin,HIF1A,IFNG,Igm,IL5,ITGA5,L‐tyrosine,LAMA4,LTA,MMP9, NOS2,PTGER4,RARA,RSAD2,SELL,SELP,TBX21,TNFRSF14,TNFRSF21,TNFSF13, ZC3H12A
3	Protein Synthesis, Endocrine System Development and Function, Molecular Transport	17	12	ABCA1,ADCYAP1,ALB,APOE,beta‐estradiol,CACNA1C,CCKAR,CD36,CGA, CYP19A1,DRD2,ESR1,FSH,GABBR1,GCG,GHR,GPR119,HDL‐cholesterol, Immunoglobulin,Insulin,IRS1,IRS2,LATS1,Lh,NOS2,PGR,PRL,PRLR,progesterone, SST,SYT9,testosterone,THRA,THRB
4	Carbohydrate Metabolism, Molecular Transport, Small Molecule Biochemistry	17	12	AIM2,AMELX,CCL13,CKM,Collagen(s),D‐glucose,ERC1,glycogen,H6PD, IHH,IKBKG,Ins1,IRAK2,IRAK3,IRS2,IRS4,NFkB (complex),NFKBIB,NOD1, PARG,PDK4,PGR,RHEBL1,RIPK1,RIPK2,RPS6KA4,RPS6KA5, SLC5A1,TGFB1,THRA,TNF,TNFRSF8,TNFSF14,TRAF2,UCP3
5	Cell Death and Survival, Cancer, Hematological Disease	10	5	BCL2L1, caspase,COL4A3,FASLG,PML,TNFAIP8

The “Score” reflects the negative log of the *P* value and signifies the likelihood of network‐eligible genes within a network being clustered together as a result of chance. See (Figs. 4, 5) for details of networks 1 and 2.

**Figure 4.**
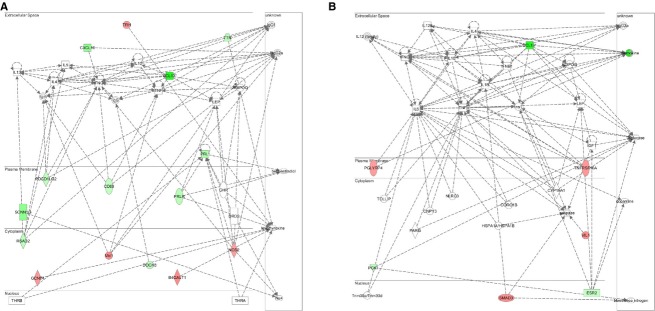
The two top gene networks sensitive to free wheel running. Ingenuity Pathway Analysis software was used to identify the most significantly modified gene networks from Sed × WR. (A) Network 1 is involved in Amino Acid Metabolism, Endocrine System Development and Function, Molecular Transport. (B) Network 2 is involved in Protein Synthesis, Gene Expression, Cellular Movement. Transcripts are color‐coded, according to expression changes (red, up‐regulation; green, down‐regulation). White indicates predicted molecules computational incorporated into networks based on evidence within the IPA knowledge base. Lines between molecules indicate a direct molecular connection.

**Figure 5.**
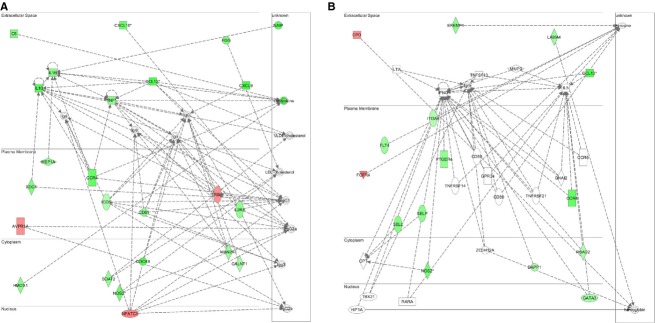
The two top gene networks sensitive to resistance wheel running. Ingenuity Pathway Analysis software was used to identify the most significantly modified gene networks from Sed × RWR. (A) Network 1 is involved in Humoral Immune Response, Protein Synthesis, Cellular Movement. (B) Network 2 is involved in Cellular Movement, Immune Cell Trafficking, Humoral Immune Response. Transcripts are color‐coded, according to expression changes (red, up‐regulation; green, down‐regulation). White indicates predicted molecules computational incorporated into networks based on evidence within the IPA knowledge base. Lines between molecules indicate a direct molecular connection.

### Confirmation of gene expression by RT‐PCR and differential expression of their mRNAs in the hippocampus

To validate gene changes in DNA microarray data and test the robustness of these responses, quantitative RT‐PCR was used to assess expression of select transcripts. We selected 11 genes with annotated functions that were highly up‐regulated or down‐regulated at the sedentary x RWR condition. As a result of their potential relevance to cognitive functions, transcripts involved in BDNF signaling were also analyzed. 

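Of the 11 genes of Table 1 other than the endogenous control, 10 had a named probe on the chips, and NFATC1 had none. In RWR, 2 of the 10 were called, namely CXCL1 and Cxcl10, and 4 were below 0 on both chips. The BDNF probe with the highest signal had a log2 ratio of 0.15 in WR and 0.09 in RWR, and a second probe had 0.13 and 0.14. The TrkB gene, Ntrk2, had 0.14 in WR and 0.10 in RWR at its brightest probe, and -0.14 and -0.05 at another. Creb1 had -0.05 in WR and -0.08 in RWR, and its value in WR was 0.06 with normexp background correction and 0.01 without background correction. None of these ratios was called. The endogenous control β-actin had 0.12 in WR and 0.00 in RWR.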

The mRNA expression profiles revealed that the DNA microarray data could be validated using appropriate primer design (Fig. 6).

**Figure 6.**
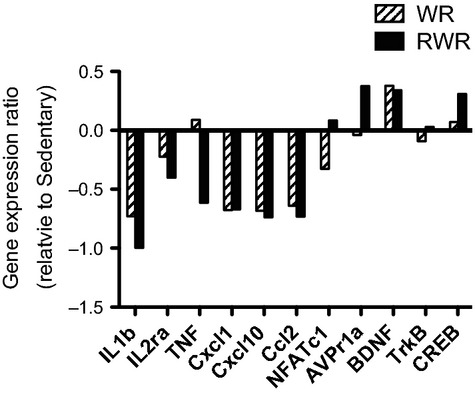
Confirmation of differentially modified transcripts form microarray analysis. BDNF signalling‐related genes and most up‐ or down‐regulated by WR or RWR were selected for validation via quantitative real‐time PCR. Each column indicates WR (diagonal stripes columns) or RWR (black columns), respectively. For each gene, the expression change is represented as the fold change in WR or RWR relative to Sedentary.

## Discussion

To identify gene expression changes, the hippocampi from adult rats were dissected after 4 weeks of wheel running with (RWR) and without (WR) a load. Our results indicated that voluntary RWR increased the work levels by about 11‐fold but decreased running distance, which resulted in the muscular adaptation of fast‐twitch plantaris muscle without negative stress effects, validating RWR as a strength training model. Quantitatively comparing the gene expression profile in exercised rats with sedentary controls, it was seen that RWR recruited a more varied set of transcriptional categories, which were predominantly suppressed or down‐regulated. These categories included transcripts involved in humoral immune response, protein synthesis, and cellular movement. Among the genes specifically regulated with RWR, *NFATc1, AVPR1A*, and *FGFR4* were newly identified factors in response to exercise. RWR also highly down‐regulated inflammatory cytokines (*IL1B*,* IL2RA*, and *TNF*) and chemokines (*CXCL1*,* CXCL10*,* CCL2*, and *CCR4*), along with *SYCP3*,* PRL* genes. This study suggests new information on voluntary RWR‐influenced transcriptome in rat hippocampus, and that these gene candidates likely play a more critical role in the development of greater hippocampal adaptations with RWR than with WR.

### RWR is an excellent model for muscular and hippocampal adaptations

An important characteristic of voluntary resistance wheel running (RWR) is that it allows for a given load on a running wheel (range of 0–200 g) and for increasing work levels, which results in muscular adaptation in fast‐twitch muscle without physical and psychological stressors such as electrical shock and additional weight (Ishihara et al. 1998; Call et al. 2010). RWR differs from forced treadmill running, swimming or ladder climbing because with RWR animals exercise of their own volition. In addition, the wheel running represents intermittent, nonexhaustive, energy‐efficient activity (De Bono et al. 2006; Leasure and Jones 2008), and stress levels are demonstrably lower in voluntary exercise compared to forced exercise (Moraska et al. 2000; Ke et al. 2011). Thus, RWR activity should reflect greater contributions of the activity per se versus the emotional or neurohumoral stresses associated with forced exercise. Indeed, our recently concluded studies and the present results show that RWR, with shorter distances but higher work levels, elicits muscular adaptation for fast‐twitch plantaris muscle without causing negative chronic stress effects (Lee et al. 2012, 2013), which is also in agreement with previous findings (Ishihara et al. 1998; Konhilas et al. 2005; Legerlotz et al. 2008). Our data also provide evidence to show that RWR enhances spatial memory associated with hippocampal BDNF signaling and hippocampal neurogenesis (Lee et al. 2012, 2013). In all, RWR represents a successful model that enhances the effects of exercise on both muscular and hippocampal adaptations, even with short distances.

### RWR influences gene down‐regulation as the dominant expression profile, and which is associated with hippocampal plasticity

As discussed above, RWR is an excellent model for both muscular and hippocampal adaptations, leading us to hypothesize that resistance wheel running would produce positive changes at the level of transcription within the hippocampus. Uncovering these novel gene functions/candidates, using a DNA microarray approach might be helpful in understanding the underlying mechanisms for hippocampal plasticity. As a first step, we classified genes that were dramatically up‐regulated or down‐regulated following 4 weeks of wheel running. Surprisingly, RWR recruited a more varied set of transcriptional categories that was observed to be predominantly suppressed or down‐regulated (Fig. 2, Table 3). 

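Down-regulated probes made up 92.3% of the calls in Sed × WR (12 of 13) and 83.3% of those in Sed × RWR (20 of 24). Without the p-value filter the shares were 61.3% and 94.1%. With cutoffs of 1.5-fold in either direction and the p-value filter kept, 92.3% and 82.6% of the calls were down-regulated. On single chips the share of down-regulated probes lay between 43.6% and 49.6% in Sed × WR and between 49.6% and 59.9% in Sed × RWR. A single chip cannot separate the pools from the dyes, so these shares say little about running. Cy5 over Cy3 kept its direction across the swap at 1091 of 1104 probes with an error-model p-value under 0.01 on chips 1 and 2. It did so at 1281 of 1305 such probes on chips 3 and 4. With the series matrix values, no p-value filter, the median at each signal level subtracted and cutoffs of equal size, chosen after the values had been seen, the shares were 62.7% and 67.5%. Citing Fig. 2 and Table 3, the paper states that the transcriptional categories recruited by RWR were observed to be mostly down-regulated.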

First, we discuss below some of the identified noticeable gene alterations according to their respective functions.

### Change in gene expressions with RWR in gene classification and Ingenuity Pathway Analysis (IPA)

To reveal the trend of predominant pathways and the most significantly modified genes affected by RWR, we further utilized pathway‐focused or specific‐gene classification and Ingenuity Pathway Analysis (IPA). In the present study, most pathways were dominated by transcriptional down‐regulation (Fig. 3). 

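A list of cytokines, chemokines and their receptors, fixed by name pattern, had 99 genes with a named probe. The median log2 ratio of their brightest probes was -0.04 in RWR, with 10.2% of 10000 random lists of the same size matched on signal below it, and 0.01 in WR, with 48.9% of the lists below it. Of these genes, 40 were well above background in both dyes on both chips in RWR. In RWR, 3 of the 99 were called, all down-regulated, and in WR 2 were called, also down-regulated. The sign of the median changed with the processing, with 0.01 in RWR after normexp background correction and loess and 0.02 over the 40 genes well above background in both dyes.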

Down‐regulated gene functions in RWR are associated with the major categories of endothelial cell biology, inflammatory response and autoimmunity, inflammatory cytokines & receptors, molecular toxicology and pathway finder, and G protein‐coupled receptors. It should be noted that the same genes could be included in different categories. In addition, IPA analysis revealed that genes related to humoral immune response, protein synthesis, cellular movement, and immune cell trafficking strongly changed expression in the RWR group (Fig. 5A and B).

### Up‐regulated genes involved in hippocampal plasticity

Among the genes specifically regulated genes by RWR, we found an increased expression of novel molecules in the hippocampus, which are being reported for the first time in this paper. These include hydrolethalus syndrome protein 1 (*HYLS1*), nyctalopin (*NYX*), phosphoglycerate kinase 2 *(PGK2*), nuclear factor of activated T cells, cytoplasmic 1 (*NFATc1*), arginine vasopressin receptor 1A (*AVPR1A*), and fibroblast growth factor receptor 4 (*FGFR4*), all showing a marked up‐regulation in the hippocampus as a result of RWR. In particular, the transcription factor *NFAT* has been shown to be an important regulator in the proliferation and differentiation of neural development and plasticity (Graef et al. 1999; Schwartz et al. 2009). 

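AVPR1A had a log2 ratio of 0.07 in RWR, the mean of -0.22 and 0.37 on the 2 chips, and was well above background in both groups. NYX had a log2 ratio of 2.74 on chip 3 and 0.44 on chip 4, with deposited p-values of 0.0014 and 0.73 from the error model of each chip. FGFR4 and PGK2 were not well above background in either group on either chip, and no fold is given for them. Their deposited p-values were 0.40 and 0.28 for FGFR4 and 0.63 and 0.062 for PGK2. None of these 4 probes was called in RWR. The paper's RT-PCR primers include AVPR1A, and RT-PCR was not part of these chips. No probe could be named as NFATC1 or HYLS1.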

And, the *AVPR1A* gene is expressed widely in the brain where it modulates a range of behaviors from learning, memory, and responses to stressors to social behaviors (Bielsky et al. 2004; Caldwell et al. 2008). Moreover, the *FGF* responds to adult neurogenesis by increasing proliferation, differentiation, and survival (Galvez‐Contreras et al. 2012). Therefore, further studies are needed to verify whether the RWR‐induced increase in these novel molecules is indeed related to hippocampal plasticity.

### Down‐regulated genes involved in hippocampal plasticity

We found a greatly down‐regulated *SYCP3* gene encoding the synaptonemal complex protein 3, which is a marker for cell transformation that has prognostic significance in various cancers. 

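The Sycp3 probe had a log2 ratio of -0.17 in RWR, the mean of -0.53 on chip 3 and 0.19 on chip 4. It was well above background on 1 of 2 chips in each group and was not called. The log2 ratio in RWR was 0.02 with normexp background correction, and without background correction 0.0084. In WR it was not well above background in either group.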

*SYCP3* is a DNA‐binding protein and a structural component of the synaptonemal complex (Yuan et al. 1998), and *SYCP3*‐mediated PI3K/Akt activation appears to be highly associated with resistance of tumor cells to cancer drugs (Noh et al. 2009). Moreover, inhibition of PI3K/Akt signaling blocks exercise‐mediated enhancement of neurogenesis and synaptic plasticity in the hippocampus (Bruel‐Jungerman et al. 2009). Therefore, *SYCP3*‐mediated PI3K/Akt activation has been shown to play a significant role *via* anti‐apoptotic function in promoting survival of newly formed granule cells generated during exercise and the associated increase in synaptic plasticity in the dentate gyrus.

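The probe of prolactin (Prl), with 10 spots, was well above background in the sedentary pool on both chips and not well above background in the RWR pool on either. It was called down-regulated in RWR, lower by at least 2.03-fold, with deposited p-values of 0.0011 and 0.0076 from the error model. The log2 ratios were -1.47 and -0.94 on the 2 chips. The ratio of sedentary over RWR ranged from 1.43 to 3.98 over the 10 spots, with a median of 2.27. In WR it was lower by at least 1.37-fold and was not called, since its p-value on 1 chip was 0.20. The difference between WR and RWR was not tested. With normexp background correction and loess, and without background correction, Prl was not called in RWR. Its log2 ratio in RWR was then -0.29 and -0.21, against -1.20 in the main selection. In WR it was -0.13 and -0.17. These falls are smaller than the bounds, which rest on background-subtracted signals. An offset or background left in the signals of both dyes pulls ratios of dim spots toward 0 by construction.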

Another notable gene was prolactin (*PRL*) that was also highly down‐regulated with RWR. *PRL*, primarily known for its hormonal actions, has recently been identified as a neuropeptide of the brain. A variety of behavioral and neuronal actions have been described to be regulated by brain *PRL* (Ben‐Jonathan et al. 1996). Such effects include anxiolytics in male and female rats (Torner et al. 2001), attenuation of hormonal and neuronal responses to various stressors (Donner et al. 2007), and regulation of maternal behavior (Bridges et al. 1990). Interestingly, trophic actions of *PRL* in the central nervous system include mediating development and maturation of dopaminergic neurons, regulating neurogenesis (Furuta and Bridges 2005), and brain cell proliferation (Mangoura et al. 2000). Prolactin prevents chronic stress‐induced decrease of adult hippocampal neurogenesis and promotes a positive neuronal cell fate (Torner et al. 2009). These results indicate that *PRL* protects neurogenesis in the DG of chronically stressed mice.

### Down‐regulated inflammatory cytokines and chemokines

We have focused our attention on the genes of inflammatory cytokines and chemokines, and the expression of numerous chemokine‐related genes, including genes encoding for chemokine (C‐x‐C motif and C‐C motif) ligands that were highly down‐regulated by RWR. Our data showed RWR down‐regulated pro‐inflammatory cytokines (*IL1B, IL2RA, TNF*) levels in the hippocampus, findings which are consistent with previous reports that physical activity led to decreases of proinflammatory or immunity‐related genes (Petersen and Pedersen 2005; Bronikowski et al. 2003; Chennaoui et al. 2008; Gomes da Silva et al. 2013). It is important to point out that a proinflammatory cytokines induction in the brain might result in neuronal dysfunction and vulnerability. Indeed, increased levels of proinflammatory cytokines have been demonstrated to disturb neurogenesis (Ekdahl et al. 2003) and cognitive function (Arai et al. 2001). Moreover, higher levels of inflammatory cytokines are reported in the aged brain (Godbout and Johnson 2006) and neurodegenerative disorders such as Alzheimer's disease and other chronic conditions (Lucas et al. 2006). 

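None of these 3 genes was called in RWR on the chips. The paper also lists quantitative RT-PCR primers for them, and RT-PCR was not part of these chips. The brightest probe of IL1B had a log2 ratio of -0.35 in RWR, with 0.03 on chip 3 and -0.72 on chip 4, and a second probe had -0.85, with -0.28 and -1.42. The brightest probe of IL2RA had a log2 ratio of 0.13, with 0.60 and -0.35 on the 2 chips, and a second probe was not well above background in either group. The probe of TNF was not well above background in either group.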

The importance of inflammatory response induced by exercise indicates its potential therapeutic potential for exercise‐related brain inflammatory imbalance as well as to its potential to reduce the risk of neuro‐inflammation‐linked disorders, and this plays a crucial role in preventing damaged neurons from undergoing apoptosis (Rosczyk et al. 2008). Thus, these findings indicate a favorable effect of RWR on the hippocampal pro‐ and anti‐inflammatory balance of the rats, and provide information of potential interest in showing the involvement of numerous interleukin family members in exercised‐induced hippocampal plasticity.

Another example was of the inflammatory cytokines, which are also known to be important in hippocampus‐dependent functions such as spatial learning and memory (Sparkman et al. 2005). Our data showed that *CXCL1* was the most highly down‐regulated gene (−4.34 fold) with RWR. 

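CXCL1 was called in RWR with a log2 ratio of -2.12, the mean of -1.04 on chip 3 and -3.20 on chip 4. Its deposited p-values were 0.0013 and 1.2e-11 from the error model. The sedentary pool was well above background on 2 of 2 chips and the RWR pool on 1. Without background correction, and with only probes well above background in both dyes, it was not called. The fold of RWR over sedentary was -4.35, against -1.35 with normexp background correction and -1.26 without background correction. With chip 3 left out the fold was -9.19 and with chip 4 left out it was -2.06. In WR the probe was lower by at least 2.37-fold, with a p-value of 0.037 on 1 chip, and was not called. Its log2 ratio in WR was -0.31 with normexp background correction and -0.29 without background correction, smaller falls than this bound. The probe with the lowest log2 ratio among the calls, A_44_P380167, which has no gene name, had -4.58 in RWR and was not well above background in the RWR pool, which gives a fall of at least 5.41-fold from background-subtracted signals. Its log2 ratio was -1.29 with normexp background correction and -0.98 without background correction.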

We also identified *CXCL9*,* CXCL10*,* CCL2*,* CCL13* and *CCR4* as being down‐regulated following 4 weeks of RWR. These results reveal the differential and specific regulation of the Cxcl‐ and Ccl‐family members in the hippocampus. 

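CXCL9 and CXCL10 were called down-regulated in RWR. The log2 ratio of CXCL9 was -1.74, with -1.08 on chip 3 and -2.40 on chip 4. As a fold it was -3.35, against -1.41 with normexp background correction and -1.31 without background correction. Without background correction, and with only probes well above background in both dyes, CXCL9 was not called, whereas CXCL10 was called in both comparisons under every alternative. In WR the chips of CXCL9 went in opposite directions, with -0.93 and 0.78. The log2 ratio of CXCL10 was -1.43 in RWR, with -1.03 and -1.84 on the 2 chips, and -1.52 in WR, where it was also called. The normexp background correction gave -0.87 and -0.68. The probe listed as CCL13 in Table 3 is named Ccl2 through its accession, so CCL2 and CCL13 are the same probe here. Its log2 ratio was -1.36 in RWR, where the p-value was 0.024 on chip 3 and the probe was not called, and -1.68 in WR, where it was called. With normexp background correction, without background correction, and with only probes well above background in both dyes, it was not called in WR. CCR4 was well above background only in the sedentary pool, on 1 of 2 chips, its bound was under 1, and it was not called.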

The chemokines are chemotactic cytokines that, together with their receptors expressed on leukocytes, play crucial roles in the extravasation and migration of leukocytes under inflammatory conditions (Yamakoshi et al. 2007; Donde et al. 2012). In addition, inflammation actions disturb hippocampal neurogenesis related to the performance of spatial memory tasks (Ekdahl et al. 2003; Monje et al. 2003). Therefore, these results suggest that chemokine with important roles in the hippocampus could affect normal brain functions and vulnerability.

### Confirmation of gene expression by quantitative RT‐PCR

Several cellular and molecular systems important for maintaining neuronal function and plasticity, such as neurotrophins may be involved in positive effects of exercise on the brain. In the present study, we found that RWR increased both hippocampal BDNF, and p‐CREB mRNA levels by quantitative RT‐PCR (Fig. 6). It is likely that the potential roles of RWR in hippocampal function are associated with the action of BDNF signaling by integrating novel gene mechanisms of synaptic plasticity. However, we do not currently have proof for the above hypothesis. Nonetheless, our study provides information on unique expressed genes whose further analysis might shed light on their role in the RWR hippocampus.

### Conclusion and prospect

Here, we fulfill the study objectives by (1) providing an inventory of newly changed gene expression in exercised rat hippocampi; (2) identifying alterations in a number of transcriptional pathways implicated in plasticity; and (3) unraveling specific transcripts altered in RWR compared with the WR that might be crucial to the enhancement of hippocampal functions. This first study adopting a whole‐genome DNA microarray analysis approach has screened molecular factors underpinning the benefits of RWR. We speculate that the identified unique gene candidates will form part of our future investigations on the effects of target neuropeptides in potentially RWR‐induced improvement of hippocampal functions. These future studies will provide new concepts of the sites of gene expression and increase our understanding of the crucial functional role of various genes in response to RWR, short distances but high work levels, for effective exercise leading to nonpharmacological hippocampal plasticity.

## Conflict of Interest

No conflicts of interests, financial or otherwise, are declared by the author(s).

How the deposited data were processed for this re-analysis (not part of the article)

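Hippocampal RNA of sedentary rats and of rats after 4 weeks of wheel running without (WR) or with (RWR) a resistance of 30% of body weight was measured on 4 chips in 2 colours of a rat whole-genome oligo array. The authors pooled RNA within each group (900 ng in total, 300 ng of each replicate), labelled it with Cy3 or Cy5 and hybridized the WR and sedentary pools to chips 1 and 2 and the RWR and sedentary pools to chips 3 and 4, with the dyes swapped between the chips of a pair. Groups were taken from the labels of each dye. The chips of a pair measure the same pools, so each comparison has 1 biological replicate; no test between the conditions was made, and no p-value or error across rats can be given.

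The authors processed the scans with Feature Extraction 11.0.1.1, which subtracted the background with spatial detrending, normalized the dyes by LOWESS and replaced low signals by a value above 0. The deposited processed signal is the intensity of a spot in each dye after these steps. The deposited log10 ratio is that of Cy5 over Cy3, set to 0 where the software did not find the ratio measurable, which was the case at 2287 to 3749 features per chip. The deposited p-value is that of the propagated and universal error models for a single chip; at 100% of the spots with a p-value under 1 on each chip it followed from the log ratio over its error. The series matrix that the authors deposited holds the log10 ratio of the processed signals at all 45018 features, without a turn for the dye swap and without values set to 0. The chips held 43379 noncontrol spots of 41012 probes, 40749 with 1 spot and 263 with 10. The median processed signal of noncontrol spots lay between 62.2 and 74.6 in Cy3 and between 66.4 and 78.3 in Cy5. Between 1699 and 3336 noncontrol spots per chip had a p-value under 0.01. The number of chips limits the precision.

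From these files, control spots and spots flagged as non-uniformity or population outliers in either dye were left out, ratios were turned to running over sedentary and converted to log2, and the spots of a probe were averaged, with the median of their p-values. A probe was called above 1.5-fold or below 0.75-fold on both chips of a pair with p under 0.01 on both. The accessions of the array, which was designed on the rn4 build, were matched without version to the RefSeq table of the GRCr8 assembly, used for names only; 10768 probes matched 8899 symbols, and the other probes keep their identifier. The genes named in the text were chosen by a rule written before the data were examined: every gene the paper names as changed in its text, Tables 1 and 3 and Fig. 6, and for each comparison the 10 probes with the largest rise and the 10 with the largest fall among called probes well above background in at least 1 dye on both chips. A gene with several probes was represented by the probe in Table 3, and otherwise by the probe with the highest mean signal.

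Lower bounds of a fold used the processed signals of each dye after Aquantile normalization in limma 3.58.1 under R 4.3.3. Medians of gene lists used the brightest probe of each gene and were set against 10000 random lists of the same size drawn within 20 signal levels, as a description of these chips. The lists were cytokines and chemokines with their receptors, olfactory receptors, choroid plexus, pituitary, blood, microglia and immediate early genes, written before the data were examined, and interferon-response and ribosomal protein genes, written after the calls had been seen. The overlap of both comparisons was set against 200 simulated sets in which the WR, RWR and sedentary pools differ only by chance, with a single sedentary pool assumed on all 4 chips, with equal variance of the pools and the noise and dye terms resampled within 20 signal levels. The selection was tested on simulated data for RWR vs sedentary with 200 of 41012 probes changed 2-fold in each of 5 sets. It recovered 55.8% of the changed probes and 83.3% of those well above background in both dyes. It called 0 in the wrong direction, which says little about unchanged probes, since a call requires a single direction on both chips. The sets of unchanged pools gave 6.8 calls in Sed × WR and 10.3 in Sed × RWR on average. In simulated lists, the percentile marked 100% of shifted lists and 2.25% of unshifted lists as high.

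The alternatives were the p-value filter on neither or on at least 1 chip, the cutoffs on the mean of the pair with p under 0.01 on at least 1 chip, cutoffs of equal size up and down, normexp background correction (offset 50) with loess, no background correction with loess, median centring, a filter on dim probes in both dyes or in at least 1, the series matrix values without a p-value filter, genes in place of probes, the median over all probes of a gene, and each chip of a pair left out. For the background alternatives the median signal of the spots was used, and the deposited p-value was kept. The offset, or the background left in, adds to the signals of both dyes. By construction this pulls the ratios of dim spots toward 0. A selection on single spots, and a subtraction of the median at each of 20 signal levels from the series matrix values with cutoffs of equal size, were added after the values had been seen. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The functional groups of Fig. 3 and Table 4 were not analysed here, and quantitative RT-PCR was not part of these chips.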

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

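The probes below were listed because a called probe moved in opposite directions in WR and RWR, or because a called probe belongs to no gene that the paper discusses and either has a gene name or a log2 ratio past 2. The test of the Rpl13 probe was described before its value was seen, but the limit that decided it was set with the script.

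A_44_P381994, which has no gene name, was lower in WR and higher in RWR on every chip. Its log2 ratio was -1.41 in WR and 1.06 in RWR, a difference of 2.46 that was not tested, since each group is a single pool. It was well above background in both groups on all chips, which argues against noise of a dim spot. Its ratio reversed with the dyes in both pairs, which a dye effect alone would not give. A call requires this reversal, so it is no separate evidence. The running mode, a difference between the rats in the pools and another transcript under the same probe stay open and were not tested.

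A_44_P380167, which has no gene name, had a log2 ratio of -4.58 in RWR and -1.09 in WR. In RWR it was not well above background in the running pool on either chip, so its fall there is at least 5.41-fold from background-subtracted signals. The log2 ratio in RWR was -1.29 with normexp background correction, and without background correction -0.98. The chips of the RWR pair gave -4.48 and -4.67 with opposite dyes, which a dye effect alone would not give. A call requires the same direction on both chips, so this is no separate evidence. An effect of running and a sequence or expression difference between the rats of the pools stay open and were not tested.

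Rpl13 had a log2 ratio of -0.80 in WR and -0.77 in RWR at a bright probe. A second bright probe of Rpl13 had a log2 ratio of -0.049 in RWR and -0.03 in WR, less than the difference between its chips. A change at the target sequence of the first probe, or of a transcript form, is therefore consistent with the data, and a fall of the gene's transcripts as a whole is not what the second probe showed. Whether this differs by running or by the rats pooled stays open. The median of the other 58 ribosomal protein genes was -0.04 in WR and -0.07 in RWR, below all 10000 random lists in both, but with the first chip of each pair left out it was above 0 (0.07 and 0.03 on the second chips).

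Grifin had a log2 ratio of -0.94 in WR and -1.01 in RWR, with every chip between -0.91 and -1.02. These were -0.32 and -0.55 with normexp background correction. A single sedentary pool is assumed to have been used in both comparisons, so a difference of that pool and an equal response to both running modes cannot be told apart. For the 6 probes called lower in both comparisons, the median log2 ratio of RWR over WR was 0.020, where both explanations predict a value near 0. For 5 of the 6 it lay between -0.07 and 0.10. For A_44_P380167, not well above background in the RWR pool, the bound gives -1.35 or lower, and the value was -0.96 with normexp background correction and -0.58 without background correction. This test was chosen after the calls had been seen.

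Ttr had a log2 ratio of -0.86 in WR and 0.12 in RWR. The difference between the running modes was not tested. Less choroid plexus in the WR pool cannot be told apart from a change within the hippocampus: the median of the other 11 choroid plexus genes in WR had 20.5% of random lists below it, but 2 of the 11 were well above background in both dyes on both chips.

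RT1-M6-2 had a log2 ratio of 1.57 in WR and 0.62 in RWR at a probe of mean log2 signal 5.9. These were 0.62 and 0.33 with normexp background correction, and 0.60 and 0.23 without background correction. It was not called in WR under either. A second, brighter probe had 0.12 in WR and -0.03 in RWR. No explanation was tested for it.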

How the results depend on the processing

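The alternatives were fixed before the data were examined, except the selection on single spots and the subtraction at each signal level with cutoffs of equal size, which were chosen after the values had been seen. Median centring and both pairs of symmetric cutoffs kept the counts of up- and down-regulated probes within 1.5 times the main ones, as did either filter on dim probes.

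Without the p-value filter, Sed × WR had 87 up-regulated and 138 down-regulated probes and Sed × RWR had 36 and 572. The down-regulated share in Sed × WR was then 61.3%, the shared calls were 10.7% of the WR calls and 3.95% of the RWR calls, where the simulated sets of unchanged pools gave 4.00% of the RWR calls (2.53 to 5.45), and 9 WR and 25 RWR network molecules were called. With the series matrix values, which also carry no p-value filter, the counts were 87 and 138 in Sed × WR and 61 and 572 in Sed × RWR, the down-regulated share in Sed × WR was 61.3%, the shared calls were 10.7% and 3.79%, and 9 and 25 network molecules were called. With p under 0.01 on at least 1 chip, Sed × WR had 4 and 24 probes, Sed × RWR had 70 down-regulated probes, and 7 RWR network molecules were called. With the mean of the pair past the cutoff, the counts were 18 and 55 in Sed × WR and 23 and 172 in Sed × RWR, with 9 RWR network molecules. These selections require less of a probe by their construction.

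With normexp background correction and loess, Sed × WR had 0 up-regulated and 5 down-regulated probes, 100% of them down-regulated, with 1 network molecule called, and Sed × RWR had 2 and 13. Without background correction, the counts were 0 and 6 in Sed × WR, 100% down-regulated, and 2 and 8 in Sed × RWR, with 1 network molecule called in each comparison. Both settings pull the ratios of dim spots toward 0 by their construction, so fewer calls are no separate evidence against a change. How much of the fall in counts this explains was not tested. With probes well above background in both dyes, 1 RWR network molecule was called. With genes in place of probes, which leaves out probes without a name, Sed × WR had 6 down-regulated genes and Sed × RWR 0 up-regulated and 6 down-regulated genes, 100% of them down-regulated, and the shared calls were 50% of the RWR calls.

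With each chip of a pair left out, a call rests on a single chip, where the swap no longer removes a difference between the dyes. Up-regulated probes then numbered 905 to 1614 in Sed × WR and 1031 to 1424 in Sed × RWR, and down-regulated probes 701 to 1587 and 1402 to 1541. The down-regulated share ranged from 43.6% to 49.6% in Sed × WR and from 49.6% to 59.9% in Sed × RWR, the shared calls from 42.7% to 60.0% of the WR calls and from 34.1% to 53.1% of the RWR calls, and the network molecules from 5 to 6 and from 11 to 12. The correlation of WR and RWR across probes was then 0.700 to 0.712, where the main value was -0.031. The chips compared then have the same dye order, so a difference between the dyes enters both comparisons alike. The shared calls carry it too.

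That correlation was also positive without background correction (0.096), with probes well above background in at least 1 dye (0.147) and in both dyes (0.251). The median log2 ratio of the cytokine and chemokine genes, 0.0075 in WR and -0.042 in RWR, changed sign in both comparisons with normexp background correction (-0.0111 in WR and 0.00565 in RWR) and without background correction (-0.00467 and 0.00215). With probes well above background in at least 1 dye it was 0.0145 in WR and 0.00577 in RWR, and in both dyes 0.0123 and 0.0173. With the series matrix values it was 0.0584 and -0.0152, with each chip left out 0 in WR and -0.0206 to -0.00972 in RWR, and with the median over all probes of a gene -0.0660 in RWR. The cause was not tested.

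With the added selection on single spots, above 1.5-fold on 1 chip of a pair and below 0.75-fold on its dye swap by the ratio of Cy5 over Cy3, the counts were 128 and 97 in Sed × WR and 164 and 469 in Sed × RWR. The down-regulated share in Sed × WR was 43.1%, the shared calls were 11.6% of the WR calls and 4.11% of the RWR calls, and 13 and 37 network molecules were called. With the series matrix values, the median at each signal level subtracted and cutoffs of equal size, the down-regulated share was 62.7% in Sed × WR and 67.5% in Sed × RWR.

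For the named genes, 60 of 130 values under both background alternatives moved by more than the difference between the chips of the pair. Of these, 46 were among the 56 values of called genes. Both alternatives pull the ratios of dim spots toward 0 by their construction. How much of the movement this explains was not tested. The other alternatives with both chips leave the ratio of a probe nearly as it was by their construction. Under both background alternatives, 0 of 56 values of called genes and 11 of 74 values of genes not called changed sign, the latter by less than the difference between the chips. Among these, with normexp background correction, Sycp3 in RWR went from -0.17 to 0.02, Creb1 in WR from -0.05 to 0.06 and Avpr1a in WR from 0.14 to -0.013. With 1 chip left out, 19 of 74 values of genes not called changed sign, whereas a called value cannot, since a call requires a single direction on both chips. No paired analysis was possible because each group is a single RNA pool and the chips of a pair are technical repeats. Signal over background limits these results: between 67.5% and 82.5% of the spots of a chip were well above background in a dye, and 8002 probes in Sed × WR and 5422 in Sed × RWR were not well above background in either dye on both chips.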

Differences from the paper's values

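The paper gives 128 up-regulated genes in Sed × WR, where 1 probe was called here, and 97 down-regulated genes, where 12 were called. It gives 169 up-regulated genes in Sed × RWR, where 4 were called, and 468 down-regulated genes, where 20 were called. Of the alternatives fixed before the data were examined, the absence of the p-value filter and the series matrix values came within 1.5 times the paper's down-regulated counts, with 138 in Sed × WR and 572 in Sed × RWR, and within 1.5 times its up-regulated count in Sed × WR, with 87. None came within 1.5 times its up-regulated count in Sed × RWR, with 0 to 61 on both chips and 1031 to 1424 on a single chip. No other alternative fixed in advance came within 1.5 times any of the 4 counts.

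A selection on single spots, above 1.5-fold on 1 chip of a pair and below 0.75-fold on its dye swap by the ratio of Cy5 over Cy3, with neither the p-value filter nor the outlier flags, gave 128 and 97 in Sed × WR and 164 and 469 in Sed × RWR. It was chosen after seeing the values, after several other selections had been tried against the paper's counts, so its closeness is no independent evidence. It equals the paper's counts in Sed × WR and does not equal those in Sed × RWR, and it is not stated to be the paper's method. Of its spots, 85.2% of the up-regulated and 48.5% of the down-regulated ones in Sed × WR, and 83.5% and 40.5% in Sed × RWR, were not well above background in either dye on both chips. After subtraction of the median at each signal level from the series matrix values, also chosen after seeing the values, 63 probes were up-regulated and 244 down-regulated in Sed × WR, and 78 and 484 in Sed × RWR, of which the 484 came within 1.5 times the paper's count. With cutoffs of equal size as well, 145 and 244 were called in Sed × WR and 233 and 484 in Sed × RWR, and the 244 alone stayed outside 1.5 times the paper's count. For the single spots, a p-value under 0.01 on both chips was reached by 1 and 17 of them in Sed × WR and by 4 and 25 in Sed × RWR.

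For IL10 in RWR the paper gives a fold of -3.030. The mean of RWR over sedentary was 1.02 at its probe, with spots that carried an outlier flag left out. Every alternative fixed in advance differed from the paper's value too, with folds between -1.33 and 1.38. At a single spot of all 10, with flagged spots kept, the ratio matched the paper's value. The added selection on single spots, chosen after seeing the values and without the outlier flags, calls that spot.

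The added selection, chosen after seeing the values, also called a spot of every transcript of Table 3. The paper lists the other 9 repressed and the 10 induced transcripts of Table 3 as changed in RWR. Of these, 16 were not called here, and for those not well above background in either group no fold is given as a change. Without the p-value filter and with the series matrix values, PGK2, CDC6, Cyp2b19, FGFR4, Olfr1436 and ANXA8L2 were called up-regulated, and PDK4, CCL13, DOCK8, OR6C1, ATP7B and TRPM1 down-regulated. The series matrix values also called Cyp2c40. With p under 0.01 on at least 1 chip, CCL13, DOCK8 and ATP7B were called, and with the mean of the pair past the cutoff NYX was called too. With chip 4 left out NYX was called, and with chip 3 left out CCL13, DOCK8 and ATP7B. CCKAR was called only by the added selection on single spots, higher at 1 of its spots and lower at another.

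The values here come from the chips alone. The paper also lists quantitative RT-PCR primers for AVPR1A, IL1B, IL2RA, TNF and CCL2 and reports RT-PCR as further evidence, which was not examined here. The paper describes AVPR1A as up-regulated by RWR. Its log2 ratio was 0.07, and it was called under no setting. It describes SYCP3 as greatly down-regulated; its log2 ratio was -0.17, and it was called under no setting. It describes IL1B, IL2RA and TNF as down-regulated by RWR; none was called, with a log2 ratio of -0.35 for IL1B and 0.13 for the brightest IL2RA probe, and TNF was not well above background in either group. A second IL2RA probe was called lower without the p-value filter and with the series matrix values, and the added selection called spots of IL1B, TNF and the second IL2RA probe. CCR4 and CCL2 are described as down-regulated by RWR and were not called. CCR4 was called without the p-value filter and with the series matrix values, and CCL2 under the settings given for CCL13, which is the same probe; the added selection called spots of both. The paper names CXCL1 as the gene with the largest fall in RWR; its fold was -4.35, with the RWR pool well above background on 1 of 2 chips, and A_44_P380167, a probe without a gene name that was not well above background in the RWR pool, was lower by at least 5.41-fold.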

Other observations

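The tests of single dim spots, of the cutoffs, of the cutoffs together with the signal level, of the shared sedentary pool, of pituitary tissue, of probes with opposite directions between the chips and of a difference between the dyes were chosen only after the result was seen. The interferon-response and ribosomal protein lists were written after the calls had been seen and before their own values were.

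Without the p-value filter, 94.1% of the RWR calls were down-regulated. An offset of dim probes between the chips is not the whole reason: probes not well above background in either dye on both chips had a median log2 ratio of 0.10 in RWR with the series matrix values, and subtraction of the median at each signal level moved the down-regulated share of all RWR calls with these values from 90.4% to 86.1%. The same subtraction moved the share in WR from 61.3% to 79.5%. The cutoffs, which reach less far down than up, are not the whole reason either: with cutoffs of equal size and no p-value filter, 84.9% of the RWR calls were down-regulated, against 40% of the WR calls. With the subtraction and cutoffs of equal size together, 67.5% of the RWR calls and 62.7% of the WR calls were down-regulated, so most of the difference between the pairs in this share depended on the signal level. What leaves the RWR share above 50% stays open, and with a single pool per group running cannot be separated from the pool or the chips.

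Spots that pass the fold cutoffs without the p-value filter were weighed against noise of single dim spots at the 263 probes with 10 spots. In RWR, 40 of 2630 spots passed, at 19 probes, and 30% of the other spots of such a probe passed, weighted by passing spots. In 1000 random deals of the passing spots among probes of like signal it was 4.91% on average (95% of deals between 2.22 and 8.33). In WR, 17 spots passed, at 7 probes, and 60.1% of the other spots passed, against 1.52% (0 to 5.23). Noise of single spots is therefore not the whole reason in either pair, but this rests on Ccl2, with up to 10 of 10 spots passing, and Prl, which were called. Without these probes, 9.40% of the other spots passed in RWR, at the upper end of the random deals (1.71 to 9.40), and 0% in WR, over 5 passing spots (0 to 4.44). For the remaining spots noise cannot be told apart from a repeatable difference over so few probes.

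Cxcl10 was called lower in both comparisons and Rsad2 in WR. A list of 18 other interferon-response genes had a median log2 ratio of -0.28 in WR and -0.12 in RWR, with at most 0.01% of random lists below it in either comparison. The median stayed below 0 under all alternatives for the scaling, the background, the dim probes and each chip. It was -0.16 and -0.06 with normexp background correction, and -0.12 and -0.05 without background correction. These smaller values were not set against random lists. A shift of these genes as a set between the sedentary pool and both running pools is consistent with these values. Which side moved stays open, since a single sedentary pool is assumed in both comparisons, and a few rats in that pool would give the same values as an effect of running.

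Prl was lower in RWR and, within its bound, in WR. Pituitary tissue in the sedentary pool cannot be told apart from a change within the hippocampus: the median of the other 9 pituitary genes was -0.06 in WR, with 3.91% of random lists below it, and 0.06 in RWR, with 92.3% below it. The sign depended on the chip, with 0.05 on chip 1 and -0.37 on chip 2 in WR and 0.23 on chip 3 and -0.16 on chip 4 in RWR, and 5 of the 9 in WR and 4 in RWR were well above background in both dyes on both chips.

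The ratios of running over sedentary correlated negatively between the chips of a pair, as they would if a dye swap had not been made. The values argue against this in both pairs. Probes with a p-value under 0.01 on both chips and Cy5 over Cy3 in opposite directions numbered 13 of 1104 between chips 1 and 2. Between chips 3 and 4 they numbered 24 of 1305. Chips with the same dye order had 1 of 967 (chips 1 and 3) and 5 of 1375 (chips 2 and 4). Chips of different pairs with opposite dye orders had 13 of 754 (chips 1 and 4) and 10 of 1764 (chips 2 and 3), so the contrast was weaker for chips 2 and 3. The median of the 18 interferon-response genes was -0.30 on chip 1 and -0.16 on chip 2, with 0% and 0.94% of random lists below it. It was -0.16 on chip 3, with 0.22% below it, and -0.08 on chip 4, with 12.7% below it, so this list alone does not decide for the RWR pair. The difference of the RWR and the WR chip in Cy5 over Cy3, which would correlate positively between the dye orders without a swap, had r of -0.076 across 24955 probes well above background and 0.009 across all probes, which alone is too close to 0 to decide. The other 1091 and 1281 probes of the pairs kept their direction of Cy5 over Cy3 when the dyes were swapped. Cy5 over Cy3 correlated positively across probes between all 6 combinations of chips, with r from 0.621 to 0.797, and the 0.621 was between chips of different pairs with opposite dye orders. A difference between the dyes that repeats at each probe and is larger than the differences between the pools is consistent with this.

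The microglia list of 10 genes had a median log2 ratio of 0.12 in RWR, above 100% of the random lists, with 0.03 on chip 3 and 0.19 on chip 4, and 0.04 in WR, above 95% of them. In WR the sign changed with chip 2 left out (-0.004). Olfactory receptors (1083 genes) had medians of 0.01 in WR and 0.00 in RWR, above 89.8% and 99.9% of random lists; most were not well above background, and many ratios were set to 0. The medians of the choroid plexus genes were -0.04 in WR and 0.07 in RWR, of the pituitary genes -0.09 and 0.06, of the blood genes 0.00 and -0.09, and of the immediate early genes -0.03 and 0.03. These medians depended on the chip. With 1 chip of a pair left out, those of the choroid plexus genes ranged from -0.24 to -0.0045 in WR and from -0.05 to 0.11 in RWR, of the pituitary genes from -0.41 to 0.03 and from -0.21 to 0.16, of the blood genes from -0.22 to 0.20 and from -0.12 to 0.17, and of the immediate early genes from -0.03 to 0.02 and from 0.0017 to 0.13. No explanation was tested for these lists beyond those given for Ttr and Prl.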
